A study of Mus musculus with 4 samples. Its data were reported in "Effects of Prenatal Exposure to Titanium Dioxide Nanoparticles on DNA Methylation and Gene Expression Profile in the Mouse Brain" (2021).

How the data were processed

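Genomic DNA from whole brains of 1-day-old C57BL/6 offspring was profiled on 4 arrays that carried 2 colours. The dams had received titanium dioxide nanoparticles (TiO2-H group, 100 ug per mouse) or vehicle (Sham group) intratracheally during pregnancy. The labels place the treatment on gestational day 14 in the sample names and on gestational day 10.5 in the treatment protocol, and the labels were left as they stand. The study's methods give gestational day 10.5. DNA of each sex and group was pooled into 1 sample, with 2 offspring from each of 5 dams in the Sham pools and 2 from each of 6 dams in the TiO2-H pools. Methylated DNA was enriched with an antibody against 5-methylcytosine (methylated DNA immunoprecipitation, MeDIP). Per the labels, the enriched DNA carried Cy5 and the untreated input DNA carried Cy3 on every array, without a dye swap. The array was a mouse CpG island design with positions on the mm9 genome build.

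Per the file headers, the authors read the arrays with Agilent Feature Extraction 10.7.3.1. The deposited processed Cy5 and Cy3 signals are linear intensity values that were background-subtracted, spatially detrended and scaled by 1 linear factor per dye and array. The deposited median spot and local background intensity values were raw. The deposited log ratio is the log10 of processed Cy5 over processed Cy3, and its deposited p-value comes from the scanner software's error model for a single spot. The values of the series table differed from the log ratios of the scanner files by at most 5e-10 and were therefore on the log10 scale, not centred. The log ratio was set to 0 for 2639 probes on the Sham male array, 1774 on the Sham female array, 6968 on the array labelled TiO2-H male and 2597 on the array labelled TiO2-H female. Of these, 0, 38, 3619 and 1089 in the same order had a channel well above background. The rule behind these zeros is not known.

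Each array held 94687 spots, of which 4914 positive and 1036 negative control spots were left out. The remaining 88737 probes were each spotted once, so no replicate spots were averaged. Of these, 85850 lay on the 19 autosomes, 2471 on chromosome X and 416 had no placed position. The design carried no probes on chromosome Y. A probe with an outlier flag was treated as not measured, which concerned 12 probes, and 0 spots were saturated. The main value was the log2 of processed Cy5 over processed Cy3, centred on the median of the autosomal probes of the array. The medians before centring were -0.59 on the Sham male array, -0.34 on the Sham female array, -0.51 on the array labelled TiO2-H male and -0.85 on the array labelled TiO2-H female.

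Following the methods of the study, arrays were compared by fold within a sex. A probe was measured in a comparison when its Cy3 was well above background on both arrays, its Cy5 was well above background on at least 1 of them, and its log ratio p-value was under 0.05 on at least 1 of them. A probe rose at a fold of 1.5 or more and fell at a fold of 0.67 or less. With 1 array per group these counts have no test, no SD and no replicate check. The same rule was applied to the pairs of arrays that share an exposure, which served as a reference for the spread between pools. Regions were runs of probes on a chromosome with gaps of at most 1000 bp, and a region was measured with at least 3 measured probes and took the median of their log2 folds. Where Cy5 was not well above background on the dimmer array, the fold is only a bound. For named regions it is then given as at least N-fold, after the dim Cy5 signal had been raised to the lowest processed Cy5 among well-above-background probes of that array where it lay under it. No fold is given where the direction was lost in this step.

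A fit across both sexes used limma 3.58.1 (lmFit and eBayes, R 4.3.3) on the centred log2 ratios, with the 2 TiO2-H arrays against the 2 Sham arrays, no sex term and Benjamini-Hochberg adjustment at 0.05. It covered 39861 autosomal probes with Cy3 well above background on 4 arrays and Cy5 on at least 2. The step was tested on simulated data with probe variances drawn from the prior that limma fitted to these arrays. For 200 changed probes among 39861, it called 112 at a log2 change of 3, with 8 false calls, and 0 at a log2 change of 1 or 2. The counting by fold was run on simulated values with little noise, where the counts of rises and falls equalled those planted.

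Sex was checked on each array from the median Cy3 signal of X-linked probes relative to autosomal ones, with 95% intervals from 1000 bootstrap draws of X-linked regions (seed 1), and from the share of X-linked probes above the autosomal median ratio, with 95% Wilson intervals. The check was planned with the prominence of X-linked probes in the study already known. These intervals cover the spread over probes of 1 array, not that between pools. The slide and the position on it were read from the scanner files.

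The scanner files pair probes with positions and not with genes. Symbols for 4692 probes were taken from the annotation the authors published with the study, names only, and kept where NCBI RefSeq names for GRCm38 held the symbol. Positions of that build were not used. Genes named were fixed before the data were examined: 10 of the genes the study names, the 3 autosomal regions with the largest rise and the 3 with the largest fall among those past 1.5-fold in the same direction in both comparisons, and the 3 X-linked regions with the largest change in each comparison, of which 1 is not reported here. Other genes that the study names were not analysed here. A region was reported for a gene when it held a probe with its symbol. Because most probes have no symbol here, counts of changed genes and the comparison of imprinted, germline, housekeeping and homeobox gene lists were not made, and Dnmt1, Dnmt3a and Dnmt3b are not reported. The annotation of exons and promoters and the base composition of probes were not analysed here.

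Alternatives chosen before the data were examined were no centring, scaling to a common spread (median absolute deviation), quantile normalization, loess within each array, normexp background correction (offset 50, run on median spot and median local background signals, with mean spot signals not used here), stricter and looser filters on Cy5 and on the p-value, a 2-fold threshold, autosomal probes only, the series table, crossed sex labels of the TiO2-H arrays, regions of at least 5 probes or with gaps of at most 500 bp, sex as a term in limma, region medians in limma, and leaving out each array in turn. Alternatives that combined 2 of these, and one that raised dim Cy5 to the detection floor, were added after seeing the data. Values were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots with matplotlib 3.10.9.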

Results

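DNA methylation at CpG islands was measured in the brains of neonatal mice after prenatal exposure to titanium dioxide nanoparticles or vehicle. There were 4 groups (Sham male, Sham female, TiO2-H male and TiO2-H female), each with 1 pooled DNA sample on 1 array, so no value below has a replicate. The ratio of MeDIP to input signal at each of 88737 probes was used as relative DNA methylation. The number of arrays limits the precision of every comparison.

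The input channel was bright on all arrays, with Cy3 well above background at 93.8% of probes on the Sham male array, 97.3% on the Sham female array, 95.6% on the array labelled TiO2-H male and 98.0% on the array labelled TiO2-H female. The MeDIP channel was dim. Cy5 was well above background at 51.2% of probes on the Sham male array and 59.4% on the Sham female array, against 25.3% and 33.0% on the arrays labelled TiO2-H male and TiO2-H female. The median background-subtracted Cy5 signal was 5.25, 6.61, 2.08 and 2.60 intensity units in the same order, and the linear factor by which the scanner software had scaled Cy5 ran from 89.4 on the Sham male array to 175 on the array labelled TiO2-H male. The spread of the log2 ratios over autosomal probes also differed, with a median absolute deviation of 1.08 on the Sham male array, 0.60 on the Sham female array, 0.91 on the array labelled TiO2-H male and 1.04 on the array labelled TiO2-H female.

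**Figure D1:**
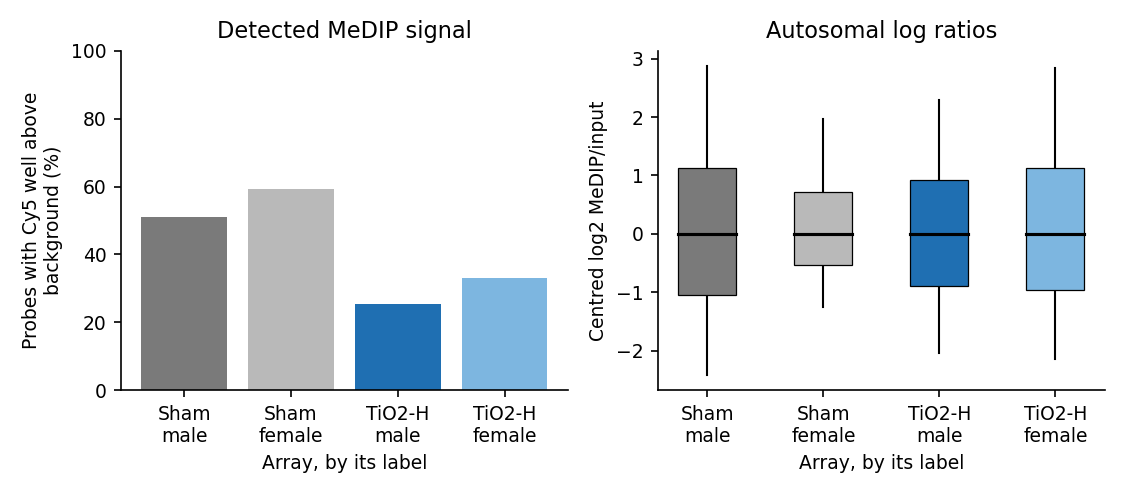
Left, the percentage of probes with Cy5 (MeDIP) well above background on each array. Right, centred log2 MeDIP/input ratios of autosomal probes, with the line at the median, the box from the 25th to the 75th percentile and the whisker from the 5th to the 95th. Fewer probes had detectable MeDIP signal on the TiO2-H arrays (25.3% and 33.0%) than on the Sham arrays (51.2% and 59.4%), and the Sham female array had the narrowest spread.

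The 4 arrays lay on 2 slides. Slide 1 held the Sham male array and the array labelled TiO2-H male, and slide 2 held the Sham female array and the array labelled TiO2-H female. Both Sham arrays were at position 1 and both TiO2-H arrays at position 2. Slide and sex label therefore cannot be told apart, and neither can exposure and position on the slide. The input signal alone differed by 1.5-fold or more at 2.55% of autosomal probes between the arrays of slide 1 and at 1.47% between those of slide 2. Between arrays on different slides this share was at least 10.9%.

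Sex was checked first, because the study compares exposure within each sex. Male DNA carries 1 copy of the X chromosome for each autosome pair, so its X-linked input signal lies below that of female DNA. Median X-linked input relative to autosomes was -0.75 (log2, 95% interval -0.82 to -0.67) on the Sham male array and 0.03 (-0.03 to 0.11) on the Sham female array. It was 0.03 (-0.05 to 0.11) on the array labelled TiO2-H male and -0.74 (-0.82 to -0.69) on the array labelled TiO2-H female. The array labelled TiO2-H male exceeded the Sham male array at 98.1% of 2471 X-linked probes, and the array labelled TiO2-H female exceeded the Sham female array at 1.46% of them. The input of both TiO2-H arrays thus went against the sex in their labels, and the input of both Sham arrays followed it. The difference between the arrays labelled TiO2-H female and TiO2-H male was -0.76 and kept its sign under every alternative tried, with the smallest size, -0.52, after normexp background correction.

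The MeDIP ratio of X-linked probes was read in the same way, since CpG islands of the inactive X chromosome are methylated in females. X-linked probes lay above the autosomal median ratio at 63.1% (95% Wilson interval 61.2% to 65.0%) on the Sham male array and 92.0% (90.9% to 93.0%) on the Sham female array. The share was 79.2% (77.5% to 80.7%) on the array labelled TiO2-H male and 67.0% (65.1% to 68.8%) on the array labelled TiO2-H female. Probe by probe, the median X-linked ratio differed by 0.23 (log2) between Sham female and Sham male and by 0.0172 between the arrays labelled TiO2-H female and TiO2-H male, so by this measure the MeDIP ratio shows neither the labelled order nor its reverse on the TiO2-H arrays. The probes give no check of the exposure in the labels. Comparisons below keep the labels, and each comparison within a labelled sex therefore sets arrays with different X-linked input against each other.

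**Figure D2:**
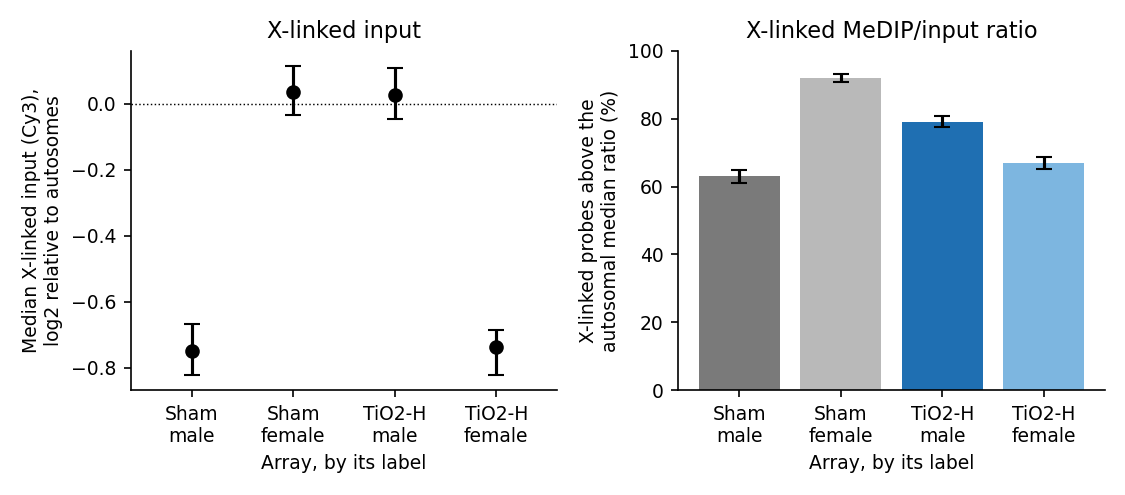
Left, median Cy3 input signal of 2471 X-linked probes relative to autosomal probes (log2) on each array, with 95% bootstrap intervals over X-linked regions. Right, the percentage of X-linked probes with a MeDIP/input ratio above the autosomal median, with 95% Wilson intervals. The array labelled TiO2-H male has the X-linked input of the Sham female array, and the array labelled TiO2-H female that of the Sham male array.

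The male comparison (array labelled TiO2-H male over Sham male) measured 36138 probes, of which 1408 rose and 20065 fell, so 93.4% of the 21473 changed probes were falls. On the array with the dimmer signal, Cy5 was not well above background for 8932 of the falls, whose size is then only a bound. The alternative that moved the count most was normexp background correction, which left 7169 changed probes. On autosomes 1092 probes rose and 19482 fell. Falls took 52.7% to 58.5% of measured probes on each autosome and rises 2.40% to 4.35%. On chromosome X 39.2% fell and 27.2% rose.

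The female comparison (array labelled TiO2-H female over Sham female) measured 42853 probes, of which 12366 rose and 15674 fell, and falls made up 55.9% of the 28040 changed probes. For 14049 of these falls Cy5 was not well above background on 1 of the arrays. The size of this share depended on the scaling of the arrays, and its direction on the filters and the scaling together. With Cy5 well above background on both arrays, falls made up 12.0% when centred and 82.4% at a common spread. The share of falls was 83.1% without centring, 89.6% with a common spread, 82.0% after quantile normalization, 84.5% after loess and 88.4% after normexp, and 12.0% when Cy5 had to be well above background on both arrays. In the male comparison the share of falls under the same alternatives was 91.3%, 90.5%, 88.8%, 74.3%, 99.7% and 92.7%. Leaving out the centring moved the median fold of measured autosomal probes from -0.10 to -0.61 (log2) in the female comparison and from -0.68 to -0.60 in the male comparison. On each autosome 31.1% to 39.2% of measured probes fell and 25.4% to 31.7% rose, and on chromosome X 46.5% fell and 27.6% rose.

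Pools that share an exposure give the only measure of the spread between arrays in this design. Sham female over Sham male changed 29348 of 45145 measured autosomal probes (65.0%), with 14435 rises and 14913 falls. The array labelled TiO2-H female over the array labelled TiO2-H male changed 13988 of 21621 (64.7%), with 13768 rises and 220 falls. The exposure comparisons changed 20574 of 34782 (59.2%) in the male and 26775 of 41116 (65.1%) in the female comparison. The share in the female comparison was thus at the level of both pairs of the same exposure, and that in the male comparison was below it. By number, both exposure comparisons lay below the Sham pair and above the TiO2-H pair, in which fewer probes were measured. With the sex labels of the TiO2-H arrays crossed, the array labelled TiO2-H female changed 11492 of 35472 autosomal probes (32.4%) against Sham male, and the array labelled TiO2-H male changed 18900 of 38117 (49.6%) against Sham female.

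**Figure D3:**
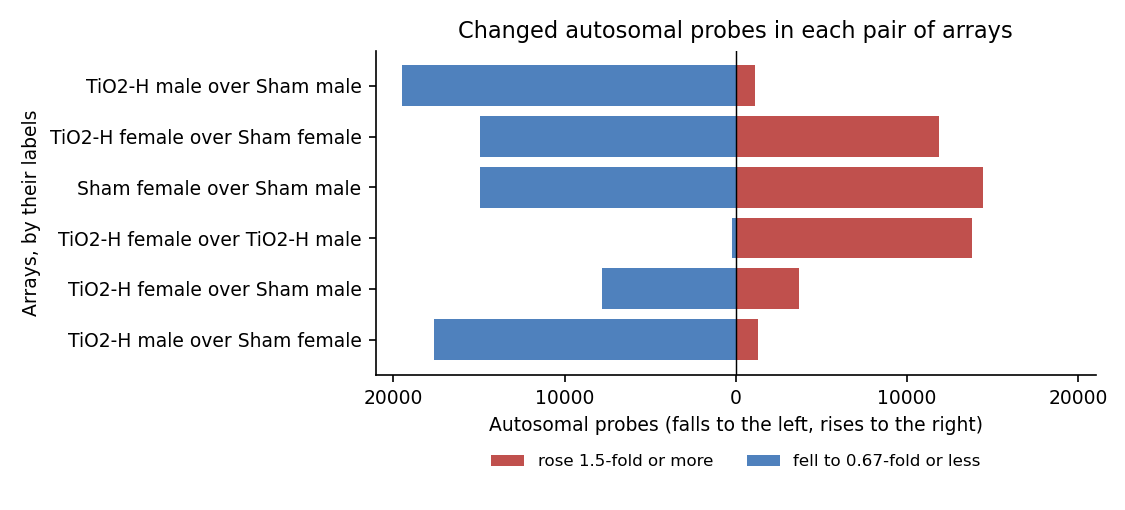
Autosomal probes that rose 1.5-fold or more (right) or fell to 0.67-fold or less (left) in each pair of the 4 arrays, named by their labels. The pair of Sham arrays (14435 rises and 14913 falls) has more changed autosomal probes than every other pair, and both pairs with the array labelled TiO2-H male over a Sham array are mostly falls.

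Of 29327 probes measured in both exposure comparisons, 3270 changed in the same direction (253 rises and 3017 falls), against 3824 for unrelated lists of these sizes, a ratio of 0.855. Another 8413 changed in opposite directions, against 6656 for unrelated lists. The log2 folds of the male and female comparisons had r = -0.10 across the autosomal probes measured in both, which are not independent replicates. After quantile normalization of the autosomal probes, 3353 changed in the same direction against 2660 for unrelated lists and 1418 in opposite directions against 1459, with r = 0.18, so the excess of opposite changes was gone. With the labels of the TiO2-H arrays crossed, 3303 probes changed in the same direction against 2089 for unrelated lists, a ratio of 1.58, with r = 0.28 across autosomal probes.

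Neighbouring probes were also pooled into regions. In the male comparison 3726 of 6083 measured regions changed (75 rose and 3651 fell), and in the female comparison 3739 of 7443 (1273 rose and 2466 fell). In the Sham pair 3998 of 8221 regions changed, and in the TiO2-H pair 2117 of 3047. Loess within arrays moved the male count most, to 446 regions.

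With both sexes taken as 2 samples per exposure, limma called 37 of 39861 autosomal probes after Benjamini-Hochberg adjustment, with 0 rises and 37 falls. The male and female pools of an exposure came from the same dams. The 2 arrays per exposure are therefore not independent samples, and the fit does not measure the spread between dams. At an unadjusted p under 0.05 there were 2171 probes, 42 higher and 2129 lower in TiO2-H. The count depended on the scaling, with 492 calls at a common spread and 0 calls without centring, where 3861 probes had an unadjusted p under 0.05. It also depended on the Cy5 filter, with 1 call among 20584 probes with Cy5 well above background on all 4 arrays. The other 2 ways of splitting the 4 arrays into pairs gave 0 calls each. At an unadjusted p under 0.05 there were 349 probes for the sex labels and 8876 for the remaining split, which sets Sham female and TiO2-H male against Sham male and TiO2-H female. After quantile normalization there were 631 and 1789 such probes for these splits, against 3570 for exposure.

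Genes that the study names were read by region on mm9. The Xist region (chromosome X, 100677336 to 100677753, 4 probes) fell to 0.413-fold in the male comparison over 2 measured probes and rose 2.20-fold in the female comparison over 3. At the probe from 100677336 to 100677380, the centred log2 ratio was 2.65 on the Sham male array, 1.38 on the Sham female array, 1.23 on the array labelled TiO2-H male and 2.67 on the array labelled TiO2-H female. The Hs6st3 region (chromosome 14, 119536757 to 119538466) fell at least 1.66-fold in the male comparison over 8 probes and rose at least 1.75-fold in the female comparison over 9, and neither change passed 1.5-fold after quantile normalization. These folds are medians, and in the female comparison the probes ran from -1.63 to 0.89 (log2), so not every probe rose. Of 2 Cyp4f39 regions on chromosome 17, that from 32589497 to 32589872 fell at least 2.00-fold in the male and at least 2.98-fold in the female comparison over 2 probes each. After normexp its log2 fold was -0.25 in the male and -1.21 in the female comparison, so the male fall no longer passed 1.5-fold. The Cyp4f39 region from 32629197 to 32629602 had 1 measured probe, at 0.590-fold in the male and 1.83-fold in the female comparison.

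The Synj2 region (chromosome 17, 5941362 to 5941911) fell at least 1.07-fold in the male and at least 1.56-fold in the female comparison over 4 probes each. After normexp the log2 fold in the male comparison was -0.08 at Synj2 and -0.12 at Sox2, and that in the female comparison was -1.02 at Synj2. The Sox2 region (chromosome 3, 34547722 to 34550298) fell at least 1.19-fold in the male comparison over 10 probes, and no fold can be given in the female comparison, where Cy5 was not well above background on 1 array for 7 of 12 probes. The Slc1a2 region (chromosome 2, 102498900 to 102499562) had 3 measured probes in the male and 2 in the female comparison, with Cy5 not well above background on 1 array for 2 and 1 of them, and no fold is given. The Tet1 region (chromosome 10, 62349438 to 62350078) had 1 measured probe in the male and 2 in the female comparison, all with Cy5 not well above background on 1 array, and no fold can be given.

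**Figure D4:**
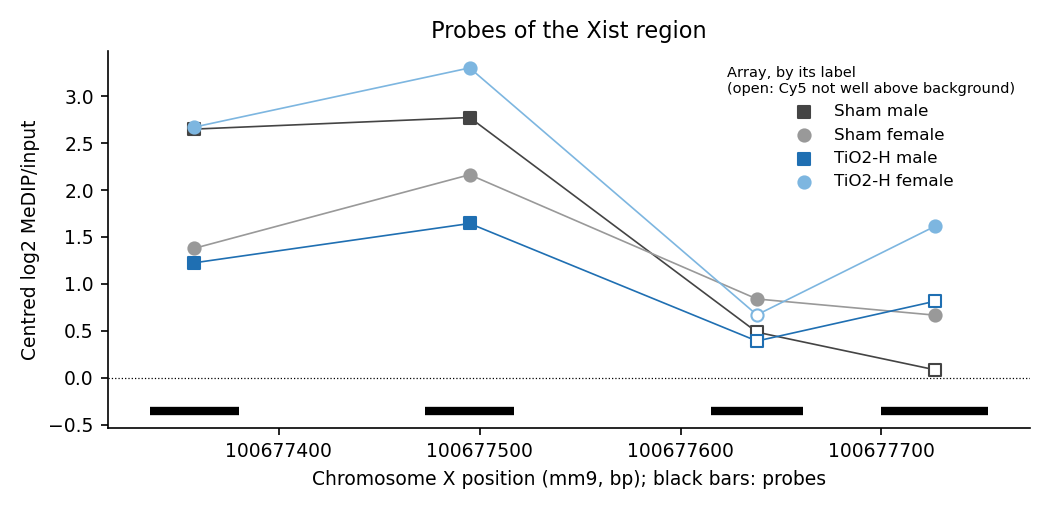
Centred log2 MeDIP/input ratio at the 4 probes of the Xist region, by position on chromosome X (mm9), for each array. Squares are arrays labelled male, circles arrays labelled female, and open symbols have Cy5 not well above background. At both probes on the left the arrays labelled TiO2-H female and Sham male lie above the arrays labelled Sham female and TiO2-H male.

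Of 5076 autosomal regions measured in both comparisons, 6 rose and 730 fell past 1.5-fold in both. The largest rises by the mean of both comparisons were in the Ttc28 region (chromosome 5, 111308521 to 111309431, 1.60-fold male and 2.38-fold female), the Odz3 region (chromosome 8, 49313858 to 49314511, 1.88-fold and 2.00-fold) and a region without a symbol here (chromosome 17, 33786780 to 33787118, 1.71-fold and 1.81-fold). After quantile normalization none of these 3 rises passed 1.5-fold in the female comparison, with log2 folds of -0.05 at Ttc28, 0.11 at Odz3 and 0.29 at the region on chromosome 17. Without centring only that at Ttc28 (0.74) passed it there. After normexp none of the 3 passed it in the male comparison (0.13, 0.22 and 0.11 in the same order). By the measured fold, in which dim Cy5 signals count as the files give them, the largest falls were in the Bmp4 region (chromosome 14, 47006999 to 47008914, at least 4.90-fold male and at least 1.78-fold female), a region on chromosome 1 from 173217596 to 173218219 (at least 2.95-fold and 2.78-fold) and a region on chromosome 8 from 73429823 to 73430530 (at least 6.48-fold and 4.07-fold). By the bounds the region on chromosome 8 fell more than the Bmp4 region, so the order is not settled. The male value at Bmp4 rests on 3 of 16 probes, 2 of them with dim Cy5, which ran from -5.56 to -0.13 (log2). After normexp the male log2 folds were -0.73, -0.59 and -0.92 in the order above, still past 1.5-fold but smaller than the bounds. The female ones were -1.32, -1.92 and -2.95. The bounds therefore hold for the processed signals only. The regions on chromosomes 1 and 8 have no symbol here.

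The largest X-linked changes in the male comparison were rises, in the Usp11 (20280935 to 20281788, at least 3.61-fold), Slc35a2 (7461108 to 7461867, at least 2.38-fold) and Cul4b (35917798 to 35918470, at least 3.26-fold) regions. Among the largest in the female comparison were falls in a region without a symbol here (126284040 to 126284967, at least 1.52-fold) and the Usp11 region (at least 2.36-fold). Rank was by the measured fold, in which dim Cy5 signals count as the files give them. As measured, all 4 of these X-linked regions moved in opposite directions in the male and female comparisons, and after normexp none did.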

Values the study reported

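The study reported 11266 probes with differential methylation in male offspring of the TiO2-H group, 758 of them at 1.5-fold or more and 10508 at 0.67-fold or less. In female offspring it reported 15223 such probes, with 3779 higher and 11444 lower. In the list of female offspring, it gave methylation ratios of 1.721 and 1.547 at the Xist probes, beside a ratio of 0.050 for Xist mRNA. By capture of methylated DNA and qPCR in single offspring, it reported significantly lower methylation at Cyp4f39 and Hs6st3 after exposure. At Synj2 it detected no significant difference.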

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

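The test of an exchange between the pools from X-linked input was chosen before the data were examined. That choice was made with the prominence of X-linked probes in the study already known. Crossed labels, quantile normalization and normexp were planned as alternatives for the values, but the tests that use them to weigh single patterns here were chosen after the result was seen, as were the remaining tests. The differences between the sexes in this part were not tested region by region, since each group is 1 array. They were singled out because the male and female comparisons moved in opposite directions. Over autosomal probes, the limma split of Sham female and TiO2-H male against the other arrays reads such opposite movement. It gave 0 calls, with 8876 probes at an unadjusted p under 0.05 and 1789 after quantile normalization.

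X-linked input was higher by 0.74 (log2) on the array labelled TiO2-H male than on the Sham male array, and differed by -0.80 between the array labelled TiO2-H female and the Sham female array. Exposure is not a factor that sets the number of X chromosomes in input DNA. An exchange of the TiO2-H male and female pools, or of their labels, needs the array labelled TiO2-H female to lie below the array labelled TiO2-H male, and the difference was -0.76, of the opposite sign to the pair of Sham arrays (0.76). The array has no probes on chromosome Y, so that part of the check could not be read. The X-linked MeDIP ratio was mixed. The share of X-linked probes above the autosomal median was higher on the array labelled TiO2-H male (79.2%) than on the array labelled TiO2-H female (67.0%), the reverse of the Sham arrays (63.1% male and 92.0% female). The median difference probe by probe was 0.0172 between the TiO2-H arrays against 0.23 between the Sham arrays. By counts, X-linked probes made up 56.7% of falls in the TiO2-H pair (female over male label) and 4.24% of measured probes. In the Sham pair they rose more often (46.2%) than autosomal probes (32.0%). Most falls in the TiO2-H pair (81.8%) had Cy5 not well above background on 1 array. More X-linked probes rose (374) than fell (289) of 966 measured in that pair. Rises were less frequent among X-linked probes (38.7%) than among autosomal ones (63.7%), of which 1.02% fell. On these arrays, the case for an exchange therefore rests mainly on the input. The study determined the sex of each pup by PCR for Sry. Its low ratio of Xist mRNA in female offspring, quoted above, comes from a separate assay of RNA. Neither was weighed here. Pools that mix both sexes need an intermediate X-linked input. The share of females that the input gives, with the Sham arrays as the ends of the scale, was 98.7% (95% interval 93.2% to 106%) for the pool labelled TiO2-H male and 1.17% (-3.49% to 3.1%) for the pool labelled TiO2-H female, which argues against a mixture as the cause. An exchanged label is the candidate explanation that remains. The probes cannot show at which step an exchange may have happened, or whether the exposure in the labels is right.

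The X-linked regions named in the report also moved in opposite directions as measured. The measured log2 fold in the male and female comparisons was 2.59 and -2.56 at Usp11, 2.24 and -2.14 at Slc35a2, 1.95 and -1.53 at Cul4b, and 3.14 and -2.62 at the X-linked region from 126284040 without a symbol here. Cy5 was not well above background on 1 array for 3 of 4 male and 5 of 5 female probes at Usp11, 3 of 3 and 6 of 7 at Slc35a2, 1 of 3 and 4 of 5 at Cul4b, and 1 of 1 and 4 of 5 at the region without a symbol. The sizes of these folds are therefore not measured, and the bound for the female fall at Slc35a2 was -0.05. After normexp all 4 regions were lower in both comparisons, at -0.14 and -0.77, -0.15 and -0.09, -0.18 and -0.43, and -0.15 and -0.21 in the same order. These regions are not used as support for an exchange.

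X-linked probes as a set were read instead. In the male comparison 27.2% of measured X-linked probes rose, against 3.14% of autosomal ones. With the labels of the TiO2-H arrays crossed, 11.1% of X-linked and 10.3% of autosomal probes rose against Sham male. The excess of X-linked rises is thus consistent with a comparison of female with male DNA. After normexp only 21 probes rose in the male comparison, 17 of them autosomal, so this test rests on the processed signals. An effect of exposure on single X-linked regions stays open and was not tested.

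The Xist region fell by 1.28 (log2) in the male comparison and rose by 1.14 in the female comparison. After quantile normalization the log2 fold was -0.84 in the male and 0.52 in the female comparison, where it no longer passed 1.5-fold. Array-wide differences may therefore account for part of both changes. With the labels crossed, the log2 fold was 0.53 against Sham male and -0.34 against Sham female, so the fall and the rise were gone. The same exchange would give this, but it cannot be told apart from array-wide differences, which act the same way in the crossed pairs. The rise in the female comparison was -0.40 after normexp, so its direction also depends on the background correction. An effect of exposure on Xist stays open as well.

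Autosomal regions flipped too. Hs6st3 fell by 0.76 in the male comparison and rose by 0.80 in the female comparison, and the Cyp4f39 region from 32629197 fell by 0.76 and rose by 0.87. Among autosomal probes with Cy5 well above background on both arrays, the median log2 fold was -0.71 in the male and 0.64 in the female comparison, so these regions moved about as far as bright probes did in general. After quantile normalization the log2 fold at Hs6st3 was -0.43 in the male and 0.25 in the female comparison, neither past 1.5-fold. Array-wide differences in the distribution of log ratios, which 1 linear factor per dye leaves in place, may therefore account for these flips. With the labels of the TiO2-H arrays crossed, the log2 fold at Hs6st3 was -0.0436 against Sham male and -0.0883 against Sham female, and that at the Cyp4f39 region was 0.06 and 0.05. An exchange of the pools could thus account for the flips too, and it cannot be told apart from array-wide differences, which act the same way in the crossed pairs. A difference between the sexes, or between exposures, stays open. The lower methylation at both genes that the study reported from single offspring, quoted above, was not retested here.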

How the results depend on the processing

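Alternatives that combine 2 choices, and the one that raised dim Cy5 signals to the detection floor, were added after seeing the data. The causes of the changes below were not tested except where stated. Counts are given where they moved by more than 1.5 times from those above.

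Loess within arrays gave 8167 changed probes and 446 changed regions in the male comparison, 16970 probes and 2172 regions in the female comparison, 2333 changed autosomal probes in the TiO2-H pair and 1149 shared changes. Normexp gave 7169 probes and 548 regions in the male comparison and 2249 autosomal probes in the TiO2-H pair. Quantile normalization gave 18368 probes and 2352 regions in the female comparison, and no centring 9034 autosomal probes in the TiO2-H pair. The stricter filters measure fewer probes by construction. Cy5 well above background on both arrays gave 12009 probes and 1470 regions in the male comparison, 13585 and 1639 in the female comparison, 18012 autosomal probes in the Sham pair and 594 shared changes. A p-value under 0.05 on both arrays gave 12136 and 1616 (male), 18616 and 2239 (female), 17053 (Sham pair), 8925 (TiO2-H pair) and 1446 shared changes. A 2-fold threshold gave 12178 and 1446 (male), 17516 and 1759 (female), 17977 (Sham pair), 7142 (TiO2-H pair) and 1383 shared changes. Crossed sex labels gave 11853 probes and 867 regions for the comparison with Sham male. Regions of at least 5 probes numbered 1156 (male) and 1294 (female).

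Of the added alternatives, no centring with a p-value under 0.05 on both arrays gave 11255 and 1405 (male), 15211 and 1885 (female), 16146 (Sham pair), 5434 (TiO2-H pair) and 1814 shared changes. A common spread with Cy5 well above background on both arrays gave 8816 and 896 (male), 7604 and 781 (female), 13323 (Sham pair), 7348 (TiO2-H pair) and 1756 shared changes. No centring with Cy5 well above background on both arrays gave 11232 and 1345 (male), 8238 and 563 (female), 16688 (Sham pair), 6589 (TiO2-H pair) and 862 shared changes. The detection floor of dim Cy5 differs between arrays (430 on Sham male and 837 on the array labelled TiO2-H male, 507 on Sham female and 574 on the array labelled TiO2-H female), so this alternative adds rises by construction. It gave 2342 regions (male), 1913 shared changes and a ratio of shared to unrelated of 0.516.

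In the male comparison falls outnumbered rises under every alternative run. Their share of changed probes, 93.4% above, was 91.3% without centring, 90.5% with a common spread, 88.8% after quantile normalization, 74.3% after loess, 99.7% after normexp, 92.7% with Cy5 well above background on both arrays, 95.2% with a p-value under 0.05 on both, 96.0% at 2-fold, 94.7% on autosomes and 68.0% with crossed labels. Of the added alternatives, it was 85.6% with a common spread and Cy5 above background on both arrays, 90.4% with no centring and Cy5 above background on both, and 66.3% with dim Cy5 at the detection floor. In the female comparison the share, 55.9% above, was 83.1% without centring, 89.6% with a common spread, 82.0% after quantile normalization, 84.5% after loess, 88.4% after normexp, 51.2% without a p-value filter, 67.1% at 2-fold and 92.9% with crossed labels. It was 75.2% with no centring and a p-value under 0.05 on both arrays, and 82.4% with a common spread and Cy5 above background on both. The female balance reversed to a majority of rises with Cy5 well above background on both arrays (12.0% falls), with a p-value under 0.05 on both arrays (45.7%), with no centring and Cy5 above background on both arrays (48.2%), and with dim Cy5 at the detection floor (21.5%). The ratio of shared to unrelated changes went from 0.855 to above 1 with a common spread (1.06), quantile normalization (1.20), the 2-fold threshold (1.05) and crossed labels (1.58).

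For the limma fit, the 37 calls became 0 without centring, 0 after loess (1921 probes at an unadjusted p under 0.05) and 0 after normexp (3356), 492 at a common spread and 312 after quantile normalization. They became 1 with Cy5 well above background on all 4 arrays (266 probes at an unadjusted p under 0.05), 5 with no Cy5 filter and 70 with sex as a term. Region medians gave 26 calls. Leaving out each array in turn gave 42 to 643 calls, the highest without Sham male, with the lone array assumed to vary like the others. The fit with sex as a term is the paired analysis of this design, since the sex label is also the slide, and a slide block is the same fit.

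The X-linked input difference kept its sign in both pairs. Between the TiO2-H arrays it was -0.52 after normexp, -0.74 without centring and -0.78 over the 714 X-linked probes with Cy5 well above background on all arrays. Between the Sham arrays it was 0.44, 0.74 and 0.54.

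Of 143 values of named regions under alternatives, 91 kept their side of 1.5-fold, 38 crossed it and 14 reversed, where only a region past 1.5-fold in the values above can count as reversed. Normexp reversed Slc1a2 (0.0405), Usp11 (-0.14), Slc35a2 (-0.15), Cul4b (-0.18) and the X-linked region from 126284040 (-0.15) in the male comparison, and the Cyp4f39 region from 32629197 (-0.0874) and Xist (-0.40) in the female comparison. Quantile normalization reversed Ttc28 (-0.0463, female). Crossed labels reversed that Cyp4f39 region (0.0566), Xist (0.53), Usp11 (-0.32) and Cul4b (-0.54) against Sham male, and Hs6st3 (-0.0883) and Xist (-0.34) against Sham female.

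With crossed labels, Slc35a2 had no measured probe against Sham male. Counts of changed genes and gene lists were not run, since most probes have no gene name here. Dim Cy5 limits the falls most: 44.5% of them in the male and 89.6% in the female comparison had Cy5 not well above background on 1 array.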

Other observations

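The comparison with pools of one exposure was chosen before the data were examined. The other tests here were chosen after the result was seen, although most use alternatives that had been planned, the one of a normalization shift as a split by sex of a test planned for both sexes together.

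The male comparison had 21473 changed probes, 1408 of them rises and 20065 falls. These counts are higher than those quoted from the study above. The female comparison had 28040 changed probes, 12366 of them rises. These counts are also higher than those quoted from the study above. Without centring, and with a p-value under 0.05 required on both arrays, the male comparison had 758 rises and 10497 falls and the female comparison 3772 rises and 11439 falls. This setting was added after seeing the data, with the quoted counts already known, so the closeness of its counts to them is no independent check.

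In the values of the report, the number of changed autosomal probes does not set exposure apart from the spread between pools. Sham female over Sham male changed 29348 autosomal probes, against 20574 and 26775 in the male and female exposure comparisons. The TiO2-H pair changed fewer (13988), of a smaller number measured, and in these values at nearly the same share (64.7%) as the Sham pair. Without centring its share was 41.8%, against 62.5% in the Sham pair, 55.2% in the male and 61.3% in the female comparison. The female comparison exceeded the Sham pair after normexp and with the stricter p-value filter, and stayed below it after loess and without centring. After normexp the counts were 6736 in the male comparison, 21109 in the female comparison, 20515 in the Sham pair and 2249 in the TiO2-H pair, and after loess 7489, 16070, 20158 and 2333. Without centring they were 19209, 25189, 28232 and 9034, and with a p-value under 0.05 on both arrays 11654, 17831, 17053 and 8925. Array-to-array spread between pools, as large as that in the Sham pair, is therefore a candidate explanation for the changed probes, but the TiO2-H pair does not show it to the same extent in every setting. The Sham arrays lie on different slides, while each exposure comparison stays within a slide, so the reference holds a source of spread that the exposure comparisons lack. By X-linked input, both the Sham pair and the exposure comparisons set arrays of different sex against each other. The array labelled TiO2-H female changed 11492 autosomal probes against Sham male, which lay on another slide. A real effect of exposure on part of the probes was not excluded.

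In the male comparison, falls made up 94.7% of changed autosomal probes. They made up 90.5% after quantile normalization, which gives the arrays the same distribution over all probes. The excess of falls then lies in the probes that the Cy5 and p-value filters keep. This test therefore cannot decide on a shift of log ratios among the measured probes. Falls made up 93.5% among probes with Cy5 well above background on both arrays, which argues against dim Cy5 as the whole cause. With dim Cy5 raised to the detection floor they made up 66.4%, but that setting adds rises by construction and cannot decide the part of dim Cy5. With the arrays at a common spread they made up 92.0%, which argues against the spread. The share was lower after loess (74.5%), so signal-dependent differences between the dyes may account for part of the falls. The array labelled TiO2-H male was low against each of the others. Falls outnumbered rises (17620 to 1280) when it was set against Sham female, and rises outnumbered falls (13768 to 220) when the array labelled TiO2-H female was set against it. Most of the falls against Sham female (85.3%) had Cy5 not well above background on 1 array, and among probes with Cy5 well above background on both, falls made up 72.1% of the changed autosomal probes and the median log2 fold was -0.03. The support from that pair is therefore weak for bright probes. A lower enrichment on this single array, where falls against Sham female made up 93.2%, may account for the falls, and with 1 array per group this cannot be separated from an effect of exposure in that pool. Its Cy5 was also the dimmest of the arrays.

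In the female comparison, the excess of falls could be read either way. Falls made up 55.8% of changed autosomal probes after centring but 81.5% after quantile normalization, so a shift of log ratios cannot be told apart from a real excess of falls. They made up 11.8% among probes with Cy5 well above background on both arrays. Among the same bright probes at a common spread they made up 81.9%, so the effect of dim Cy5 also stays undecided. A wider spread on the array labelled TiO2-H female (1.04, against 0.60 on the Sham female array) may account for the rises of bright probes, which no longer outnumbered falls once it was removed. The spread alone does not explain the falls, which grew to 89.2% over all measured autosomal probes at a common spread.

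Fewer probes changed in the same direction in both comparisons than unrelated lists would share (ratio 0.855), and with the labels of the TiO2-H arrays crossed the ratio was 1.58. Among autosomal probes the ratio was 0.907, and 1.26 after quantile normalization, so the shortfall also depends on the scaling. With crossed labels the autosomal ratio was 1.58, and 1.53 after quantile normalization, so it changed little with this scaling. The rise of the ratio under crossed labels is the direction that an exchange of the TiO2-H pools would give, but it cannot be told apart from differences of single arrays, such as the low values on the array labelled TiO2-H male, which enter the same pairs. No biological explanation was tested for it.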
